A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Genome-Wide Gene Expression Analysis in Response to Organophosphorus Pesticide Chlorpyrifos and Diazinon in C. elegans" (2010).

How the data were processed

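Whole worms of the Caenorhabditis elegans wild type strain N2 were compared with and without diazinon (DZN), an organophosphorus insecticide that inhibits acetylcholinesterase. Eggs were placed on agar dishes that held DZN dissolved in acetone, or acetone alone, and the worms were collected at 72 h and 16 °C as L3 to L4 larvae per the labels but L3 per the treatment protocol, so the stage is not settled here. The sources differ on the dose: the sample names give 1 mg/ml, the treatment protocol gives 0.5 mg/ml, and the methods of the study state a concentration per litre, so the dose is not settled here. The series comprised 6 two-colour oligonucleotide arrays, each with 1 control and 1 DZN extract. On 3 arrays DZN was labelled with Cy5 and the control with Cy3 (DZN-Cy5 replicates 1 to 3), and on 3 arrays the dyes were swapped (DZN-Cy3 replicates 1 to 3). Per the series design and the methods of the study, the 6 arrays were separate biological replicates. The dyes named in the headers matched the labels on 6 of 6 arrays.

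The deposited scanner files hold linear spot intensity values, foreground and local background, with no normalization, written by ScanArray Express per the file headers. Per the file headers the laser power was 90 in both channels, and the photomultiplier setting was 50 or 55 for Cy3 and 48 or 50 for Cy5. The deposited files also give the percent of pixels in a spot that were saturated or exceeded the background by 2 SD. A quality score per spot was deposited as a code whose meaning the sources used here do not give, where codes 1 and 4 fell on dim spots, 3 on bright spots and 2 on no worm probe. The authors also deposited a table of log2 ratios per array. Set against the scanner values, this table equalled a loess fit on the foreground without background correction, with the ratio already turned to DZN over control (correlation 1.0 and slope 1.0 on each array). Its column medians lay between -0.015 and 0.011. The authors named limma for their normalization, with no version, and the genome build behind the probes is not given in the sources used here.

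Each array held 23232 spots, of which 22490 were worm probes and 742 were control or empty spots. Probe names in the files are sequence names of the array design. They were updated through the RefSeq gene table of assembly WBcel235, which served for names only, so no coordinates are printed. In total 21413 probes matched a current gene, 21382 by the name in the file and 31 by a gene number of the platform table, and 1077 matched none. The platform table gave 1 symbol for 17447 probes and did not list 5043. For 35 probes name and platform table differed and the name in the file was kept. The probes covered 18865 genes, 2150 of them with more than 1 probe.

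Spot means were background corrected with normexp (offset 50), normalized within arrays by loess with control spots at weight 0, and between arrays by Aquantile, in limma 3.58.1 under R 4.3.3. The methods of the study name loess and Aquantile but no background step. Control and empty spots were then left out. All worm spots were kept, although the plan spoke of leaving out bad spots. Codes 1 and 4 fell on dim spots, but whether they mark faulty spots is not known. Code 3 was given to 7254 to 14194 worm probes per array. The log2 ratio of DZN over control was fitted per probe with lmFit and eBayes, with dye orientation as a term per probe, and p-values were adjusted by the Benjamini-Hochberg method over all probes (threshold 0.05). The residual degrees of freedom were 4 and the prior added 3.56. The standard errors given after a ± sign beside a log2 ratio are those of limma, with n = 6 arrays, unless SD is named. Levels are log2 intensities per channel after normalization, given as mean ± SD over 6 channels of each treatment. All adjusted p-values of genes are from limma, two-sided, and those of gene lists are from the camera test of limma.

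The study called genes with rank products. That package was not used here, so a one-class rank product test on the 6 turned ratios was written from its published definition, with 100 permutations and a percentage of false positives (PFP) under 0.05. Whether the study ran the test in this form is not known. Each gene is represented by its brightest probe, the one with the highest mean log2 intensity, and other probes are given for some of the genes that have them.

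A spot counted as above background when its foreground exceeded the mean local background by 2 SD of that background. The median foreground was 188 to 1184 in Cy3 and 250 to 1393 in Cy5, against 156 to 291 and 159 to 173 on empty spots. Between 49.7% and 81.4% of worm probes were above background per channel. In both treatments 3002 probes were above background on no array. For 144 probes 1 treatment alone was never above background and the bound on the log2 change was above 0, so that a bound alone could be given. Saturation (over 50% of pixels) was counted but did not enter this bound. The number of arrays limits the precision: the median standard error of a log2 ratio was 0.13.

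Before the data were examined, 27 gene lists and 8 lists of tissue and stage markers were fixed by gene symbol, as were the tests, the alternatives and the rule for the genes named. The cyp-35, cdr, metallothionein, vitellogenin, collagen, major sperm protein, infection-response and regulator lists follow genes that the study discussed from these samples, and so are not independent evidence. The study also counted genes of phase I and phase II detoxification from these samples, so the P450, short-chain dehydrogenase, UDP-glucuronosyltransferase and glutathione S-transferase lists are not independent evidence either. Lists were tested with camera at a preset correlation between genes of 0.01, adjusted over the 35 lists, beside camera with an estimated correlation and fry, which asks whether the genes of a list moved on balance one way. Members past the threshold were counted over all probes and adjusted over the list alone. The named genes were up to 10 with the largest rise and up to 10 with the largest fall past the threshold and with one sign on all 6 arrays, up to 4 members with the smallest p in each list, the genes that the text of the study discusses for DZN, and ace-1 to ace-4. Genes outside this rule were chosen after their values were seen and are named as such.

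The tests were tested on simulated log2 ratios of the 22490 probes, a small set of them changed. The noise was normal and independent between probes, with the residual SD of each probe, and intensities did not enter. Each SD was an estimate on 4 residual degrees of freedom, which may exaggerate how far spreads differ between probes. At an adjusted p under 0.05 limma called 61% of the probes changed 2-fold and 92% of those changed 4-fold, and 2.55% of its calls were unchanged probes. The rank product test called 91% and 100%, and 50.8% of its calls were unchanged probes. These shares of unchanged probes depend on how many probes were changed. With no probe changed, limma made 0 calls and the rank product test 207 when probes kept their measured spreads, but 0 when all probes had an equal spread.

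The alternatives were 3 other background corrections, median centring, print-tip loess (48 blocks), quantile and scale normalization, no dye term, same-numbered arrays as a block or averaged, dim probes left out, spots of other codes than 3 left out, rank products, robust and trended eBayes, array weights, median spot intensity, the deposited table of the authors, all probes of a gene averaged, and leaving out each array in turn. Random blocks used statmod 1.5.0, and extraction and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.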

Results

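Transcript levels were measured on 6 two-colour arrays of 22490 worm probes, each comparing DZN-treated worms with control worms, 3 arrays in each dye orientation. The 3 arrays with DZN in Cy3 were brighter, with 63.3% to 81.4% of probes above background per channel against 49.7% to 66.2% on the arrays with DZN in Cy5, so brightness and dye orientation cannot be told apart. Ratios of different arrays were related weakly across probes, which are not independent replicates: the correlation of 2 arrays, turned to DZN over control, ranged from -0.24 to 0.57 with a median of 0.13.

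The first question was which transcripts differed between DZN-treated and control worms. A cytochrome P450 of the xenobiotic-inducible cyp-35 subfamily, cyp-35C1 (C06B3.3), rose 5.08-fold, by 2.34 ± 0.13 on the log2 scale (adjusted p = 0.00486), from 11.92 ± 0.70 to 14.26 ± 0.59. A second P450, cyp-34A10 (B0213.16), rose by 1.42 ± 0.12 (adjusted p = 0.0231). The metallothionein mtl-2 (T08G5.10), a small metal-binding protein of the intestine, fell 4.68-fold, with a log2 ratio of -2.23 ± 0.19 (adjusted p = 0.0231) and levels of 14.18 ± 0.79 in control and 11.95 ± 0.40 in DZN-treated worms. One of 2 probes of F25D1.5, which encodes a short-chain dehydrogenase, rose by 1.24 ± 0.10 (adjusted p = 0.0231), while its brightest probe gave 0.86 ± 0.13 (adjusted p = 0.105). The call of the former was lost in 5 of 6 fits with 1 array left out, and with no background correction, plain subtraction, normexp at offset 0, averaged same-numbered arrays and the authors' table. These were the 4 probes past the threshold in limma, 3 higher and 1 lower, each with a ratio of one sign on all 6 arrays for the brightest probe of its gene. The test of the study, rank products, called 266 probes (118 higher, 148 lower) of 256 genes, including the 4 probes of limma, and 97 of the 266 had one sign on all 6 arrays. Among all probes 5.2% had one sign on all arrays, against 3.12% by chance. With median centring in place of loess the counts were 19 higher and 11 lower in limma and 78 higher and 43 lower in rank products. Without DZN-Cy5 replicate 1 or without DZN-Cy3 replicate 2 limma called 0 probes, and cyp-35C1 then had an adjusted p of 0.086 and 0.16, while without DZN-Cy3 replicate 3 it called 132 (32 higher, 100 lower). The count was 1 without DZN-Cy5 replicate 3 or DZN-Cy3 replicate 1, where cyp-35C1 alone was called. At an unadjusted p under 0.05 in limma all 6 arrays gave 2442 probes for DZN, fewer than the 2625 for the dye term. Dye effects of single probes can be real, so the latter is not a count by chance. Both counts exceeded 5% of the probes tested, the share expected by chance. As probes are not independent, this excess is no test.

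Detoxification genes of phase I, which oxidise foreign compounds, were next examined as a group. Cytochrome P450 genes rose: the 74 measured members had a mean log2 ratio of 0.38 (SD over arrays 0.17) and a median of 0.17, and 56 of them were above 0. The list mean was positive on 6 of 6 arrays (camera adjusted p = 9.84e-11, and adjusted p = 0.145 with an estimated correlation). Over all probes limma called 2 members higher, rank products called 13, and 17 were higher when adjusted over the list alone. The study also reported P450 genes from these samples, so these counts are not independent evidence. The cyp-35 subfamily, which supplied 10 of the 74, had a mean of 1.26 (camera adjusted p = 8.46e-11, and adjusted p = 0.216 with an estimated correlation). It was chosen by the study on these samples, so its count of 5 members called by rank products and 5 when adjusted over the list alone, against 1 in limma over all probes, is not independent evidence. Besides cyp-35C1, the ratios were 2.94 ± 0.35 for cyp-35A5 (adjusted p = 0.0704), 2.53 ± 0.31 for cyp-35A3 (adjusted p = 0.0704), 2.37 ± 0.37 for cyp-35A4 (adjusted p = 0.118) and 1.27 ± 0.26 for cyp-35A2 (adjusted p = 0.189), all positive on 6 of 6 arrays. These 4 were called higher over all probes by rank products and when adjusted over the list alone, but not by limma over all probes with the main settings. With median centring limma called cyp-35A5, cyp-35A3 and cyp-35A4 (adjusted p = 0.000961, 0.00351 and 0.0129). Cross-hybridisation among these related genes was not checked, as probe sequences were not used here. The other named members had ratios of 0.34 for cyp-35A1, 0.34 for cyp-35B1, 0.25 for cyp-35B2 and 0.08 for cyp-35B3. Their control levels were 6.13 to 7.48, against 7.49 for cyp-35A5, and neither cyp-35A1 nor cyp-35B3 was above background on any array. The cyp-35A5 probe was above background on 4 of 6 control channels, so the size of its ratio is uncertain. The rise of cyp-34A10 differed between dye orientations, with a mean of 0.47 on the 3 arrays with DZN in Cy5 and 2.36 on the 3 with DZN in Cy3, and without the dye term its adjusted p was 0.405. Of 16 other settings with all arrays, 6 lost its call: also plain subtraction (adjusted p = 0.173), normexp at offset 0 (adjusted p = 0.0518), spots of other codes than 3 left out (adjusted p = 0.148), robust and trended eBayes (adjusted p = 0.346) and averaged same-numbered arrays (adjusted p = 0.0646). With 1 array left out the adjusted p lay between 0.0358 and 0.312, under the threshold without DZN-Cy3 replicate 3 alone. Among 29 short-chain dehydrogenases of the dhs family no member was called (mean 0.04, median -0.01, camera adjusted p = 0.524 towards higher), and dhs-31 had the smallest p of those named with 0.75 ± 0.16 (adjusted p = 0.215).

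**Figure D1:**
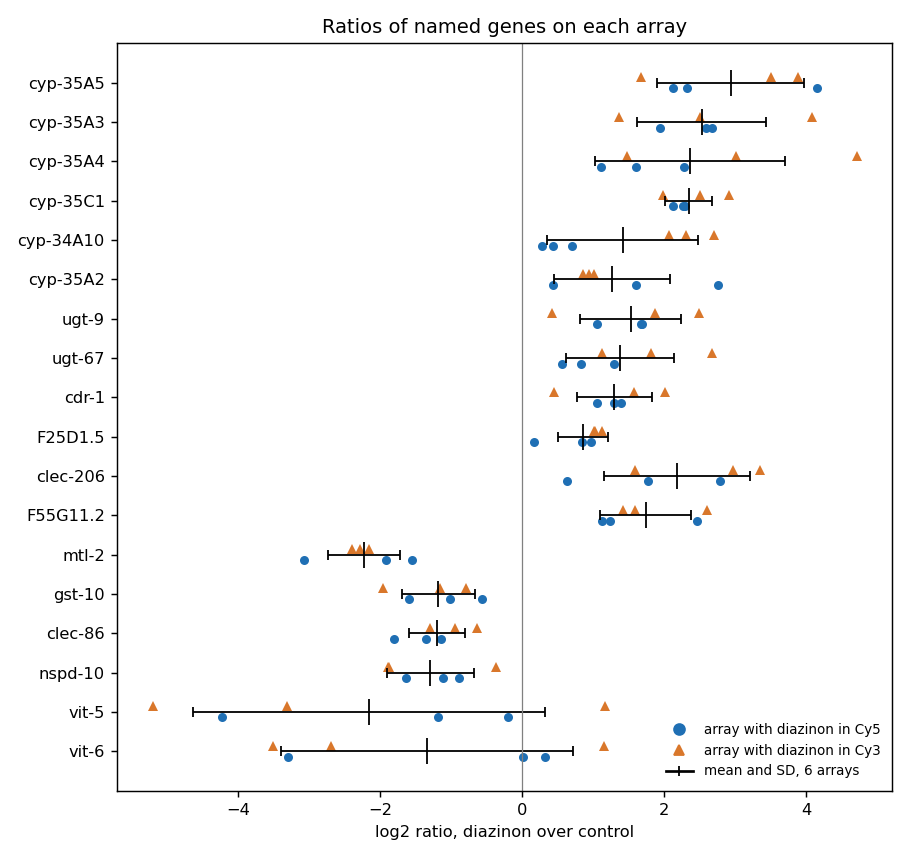
Log2 ratio of DZN over control (x axis) of 18 named genes on each of the 6 arrays. Circles are arrays with DZN in Cy5, triangles arrays with DZN in Cy3, and the bar gives mean and SD. The ratios of cyp-35C1 lie between 1.98 and 2.91 and those of mtl-2 between -3.07 and -1.55, while those of vit-5 reach from -5.20 to 1.17.

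Phase II genes, which conjugate or carry off foreign compounds, gave a mixed picture. UDP-glucuronosyltransferases, which attach sugars to lipophilic compounds, shifted upwards slightly (64 measured, mean 0.12, camera adjusted p = 0.0479, and adjusted p = 0.673 with an estimated correlation). That call was also lost without DZN-Cy3 replicate 1 (mean 0.08, adjusted p = 0.299), DZN-Cy5 replicate 1 (mean 0.08, adjusted p = 0.207) or DZN-Cy3 replicate 2 (adjusted p = 0.139). It was lost as well with no background correction (adjusted p = 0.0834), with no dye term (adjusted p = 0.0542) and in the authors' table (adjusted p = 0.0771). Without DZN-Cy3 replicate 3 the mean was 0.19. No member passed over all probes in limma, 9 were higher and 3 lower when adjusted over the list alone, and rank products called 7 higher and 1 lower. The study also reported phase II genes from these samples, so these counts are not independent evidence. The ratios were 1.53 ± 0.25 for ugt-9, 1.38 ± 0.20 for ugt-67 and 1.1 ± 0.16 for ugt-61, each called higher by rank products and positive on 6 of 6 arrays (adjusted p in limma 0.124, 0.105 and 0.105). The ugt-67 probe was above background on 2 of 6 control channels, so the size of its ratio is uncertain. The 43 glutathione S-transferases had a mean of -0.09 (camera adjusted p = 0.322). One of them, gst-10, whose product conjugates the lipid peroxidation product 4-hydroxynonenal, was called lower by rank products and when adjusted over the list alone, with -1.18 ± 0.19 and a negative ratio on 6 of 6 arrays (adjusted p = 0.118). The oxidative stress reporter gst-4 had -0.68 ± 0.23 (adjusted p = 0.375), and DZN-Cy5 replicate 3 alone gave -2.07.

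The cdr family, named for its response to cadmium, had a mean of 0.28 over 6 members (camera adjusted p = 0.0849). It passed with median centring (adjusted p = 0.0196), with dim probes left out (adjusted p = 0.0251), without DZN-Cy5 replicate 2 (adjusted p = 0.0447) and without DZN-Cy3 replicate 3 (adjusted p = 0.00569). The family was chosen by the study on these samples, so that its 1 member called, cdr-1, is not independent evidence. The cdr-1 transcript was called higher by rank products and when adjusted over the list alone, with 1.3 ± 0.20 and a positive ratio on 6 of 6 arrays (adjusted p = 0.105). In contrast, cdr-4 had 0.20 ± 0.16 (adjusted p = 0.679) and cdr-6 had 0.21 ± 0.18 (adjusted p = 0.691), with ranges over other settings of 0.11 to 0.37 and 0.04 to 0.38. The gene named cdr-5 in the study (K01D12.14), now hrg-2 and known for a role in haem handling, had 1.02 ± 0.17 (adjusted p = 0.127) and was called higher by rank products. Carboxylesterases, which hydrolyse ester bonds, did not shift as a list (34 measured, mean 0.05, median -0.03, camera adjusted p = 0.604 towards higher). Among them cest-35.2 had 1.37 ± 0.16 (adjusted p = 0.069) and cest-1.1 had -0.87 ± 0.24 (adjusted p = 0.309), and rank products called 2 members higher and 1 lower, against 0 in limma. A dimmer probe of cest-35.2 gave 0.25 (adjusted p = 0.537), at levels of 6.28 in control and 6.53 in DZN-treated worms. The 31 ABC transporters had a mean of 0.05 (camera adjusted p = 0.204, and 0.0316 without DZN-Cy3 replicate 3, while the mean was 0.02 without DZN-Cy3 replicate 1), with 0.45 ± 0.10 for the P-glycoprotein gene pgp-3 and 0.48 ± 0.13 for mrp-5 (adjusted p = 0.224 and 0.292).

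Of the stress genes, the 2 metallothioneins fell as a list (mean -1.37, negative on 6 of 6 arrays, camera adjusted p = 0.00126, and adjusted p = 0.241 with an estimated correlation). Besides mtl-2, mtl-1 had -0.51 ± 0.19 (adjusted p = 0.421) and a negative ratio on 5 of 6 arrays. Its ratio was -1.67 on DZN-Cy3 replicate 1, and values under other settings lay between -0.65 and -0.33. Both were lower when adjusted over the list alone, and rank products called 1 of them, but the study chose them on these samples and this is not independent evidence. The fall of mtl-2 had an adjusted p of 0.0553 with no background correction, 0.152 with plain subtraction, 0.0916 with scale normalization and 0.0572 in the authors' table. When 1 array was left out it lay between 0.0131 and 0.312, under the threshold only without DZN-Cy5 replicate 2 or DZN-Cy3 replicate 3. The 21 heat shock genes had a mean of -0.20 (camera adjusted p = 0.0849, but 0.0291 without DZN-Cy5 replicate 3 and 0.0252 without DZN-Cy3 replicate 1), with the small heat shock protein gene hsp-16.41 at -1.05 ± 0.38 (adjusted p = 0.402) called lower by rank products. Without DZN-Cy3 replicate 3, which alone gave -0.61 and -2.70, the heat shock mean was -0.11 and hsp-16.41 had -0.57. The 25 oxidative stress genes had a mean of 0.02 (camera adjusted p = 0.777).

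Reproductive and cuticle genes had lower list means, whose size differed between arrays. The vitellogenins, yolk proteins made in the intestine of adult hermaphrodites, fell as a list (6 measured, mean -1.62, SD over arrays 1.95, camera adjusted p = 9e-04), with an adjusted p = 0.559 with an estimated correlation. All 6 were called lower by rank products, 0 by limma over all probes and 1 when adjusted over the list alone. The family was chosen by the study on these samples and these counts are not independent evidence. The log2 ratios were -1.15 ± 0.25 for vit-1 (adjusted p = 0.224), -1.03 ± 0.69 for vit-2 (adjusted p = 0.622) and -2.09 ± 0.81 for vit-3 (adjusted p = 0.425). They were -1.95 ± 0.68 for vit-4 (adjusted p = 0.389), -2.16 ± 0.82 for vit-5 (adjusted p = 0.419) and -1.34 ± 0.68 for vit-6 (adjusted p = 0.526). With 1 array left out vit-2 ranged from -1.94, called without DZN-Cy3 replicate 3 (adjusted p = 0.046), to -0.55, and vit-6 from -2.04 to -0.76. The genes vit-3, vit-4 and vit-5 are near-identical copies, so their probes are not independent measurements. The dimmer probes of vit-3 gave -2.09 and -0.76. Of the dimmer probes of vit-4, 1 gave -1.34 and was called lower by rank products. The others gave 0.00 and -0.03 at levels of 6.13 to 6.21, as low as cyp-35B3, which was above background on no array. The list means were -2.99, -0.44 and -0.36 on DZN-Cy5 replicates 1 to 3 and -4.11, -2.75 and 0.95 on DZN-Cy3 replicates 1 to 3. Without DZN-Cy3 replicate 1 the mean was -1.08 and without DZN-Cy3 replicate 3 it was -2.35.

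Sperm transcripts other than major sperm proteins fell (61 measured, mean -0.42, 54 below 0, camera adjusted p = 5.87e-12, and adjusted p = 0.559 with an estimated correlation). By fry the adjusted p was 0.236. The list means were -0.35, -0.11 and 0.25 on DZN-Cy5 replicates 1 to 3 and -1.1, -1.02 and -0.16 on DZN-Cy3 replicates 1 to 3. Limma called 0 of them over all probes, rank products called 10 lower, and 21 were lower when adjusted over the list alone. Examples were nspd-10 with -1.29 ± 0.22 (adjusted p = 0.13), spe-11, a paternal factor needed by the embryo, with -1.02 ± 0.17 (adjusted p = 0.133), and spe-58 with -0.94 ± 0.13 (adjusted p = 0.103), each negative on 6 of 6 arrays. Major sperm proteins, the motility proteins of nematode sperm, had a mean of -0.35 over 15 genes (camera adjusted p = 0.0154, and adjusted p = 0.673 with an estimated correlation). No member was called by limma or rank products or when adjusted over the list alone, and msp-50 had -0.66 ± 0.30 (adjusted p = 0.482). The mean was -0.19 without DZN-Cy5 replicate 1 (adjusted p = 0.295), -0.24 without DZN-Cy3 replicate 1 (adjusted p = 0.218) and -0.24 without DZN-Cy3 replicate 2 (adjusted p = 0.176), while without DZN-Cy5 replicate 3 and DZN-Cy3 replicate 3 it was -0.53 and -0.57. The means of the sperm, major sperm protein and collagen lists differed between dye orientations, by 0.69, 0.74 and 0.36 more on the arrays with DZN in Cy5 (camera adjusted p = 5.78e-12, 0.000863 and 0.000121). They were -0.07, 0.02 and 0 on the arrays with DZN in Cy5 and -0.76, -0.72 and -0.36 on those with DZN in Cy3. With an estimated correlation none of these differences passed (adjusted p = 0.735 each).

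Collagens, the structural proteins of the cuticle, shifted downwards (138 measured, mean -0.18, 93 below 0, camera adjusted p = 0.0459, and adjusted p = 0.673 with an estimated correlation). Rank products called 12 members lower, limma called 0, and 0 passed when adjusted over the list alone. As collagens and major sperm proteins were chosen by the study on these samples, these counts are not independent evidence. An example was col-174 with -0.68 ± 0.11 (adjusted p = 0.129). The collagen mean was -0.09 without DZN-Cy3 replicate 1 (adjusted p = 0.458), -0.13 without DZN-Cy5 replicate 1 (adjusted p = 0.207) and -0.28 without DZN-Cy3 replicate 3. The call was lost with median centring (adjusted p = 0.0782) and with dim probes left out (adjusted p = 0.0848). Markers of hypodermis and moult fell (55 measured, mean -0.15, camera adjusted p = 0.0101, and adjusted p = 0.673 with an estimated correlation), with 0 members called by limma or rank products. That mean was -0.06 without DZN-Cy3 replicate 3 (adjusted p = 0.52) and -0.11 without DZN-Cy5 replicate 2 (adjusted p = 0.0939), and it was -0.08 with median centring (adjusted p = 0.0848).

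The lists of oocyte and eggshell markers (18 measured, mean -0.04, camera adjusted p = 0.872) and germline markers (19 measured, mean -0.03, median 0.05, camera adjusted p = 0.822 towards higher) did not shift over all arrays. Oocyte markers moved with the vitellogenins between arrays, at -0.23, 0.13 and 0.91 on DZN-Cy5 replicates 1 to 3 and -0.83, -0.56 and 0.34 on DZN-Cy3 replicates 1 to 3. Their mean was -0.20 without DZN-Cy5 replicate 3 (adjusted p = 0.0294) and -0.21 without DZN-Cy3 replicate 3 (adjusted p = 0.0386). Over the 6 arrays the vitellogenin mean was related to the oocyte mean with r = 0.84 (exact permutation p = 0.0347) and rho = 0.89 (exact permutation p = 0.0333), and r was 0.83 without the 2 arrays farthest from the median. The relation was as close for lists of other tissues, with r = 0.89 for collagens (exact permutation p = 0.0292, rho = 0.89 with exact permutation p = 0.0333, r = 0.86 without the 2 farthest arrays) and r = 0.85 for major sperm proteins (exact permutation p = 0.0458, rho = 0.89 with exact permutation p = 0.0333, r = 0.86 without the 2 farthest arrays). For germline markers it was r = 0.51 (exact permutation p = 0.312, adjusted p = 0.357, rho = 0.43 with exact permutation p = 0.419, adjusted p = 0.479, r = 0.66 without the 2 farthest arrays). After adjustment over 8 such relations the p-values for oocyte markers, collagens and major sperm proteins were 0.122 for r and 0.0888 for rho each, and within a dye orientation 3 arrays are too few for a relation.

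**Figure D2:**
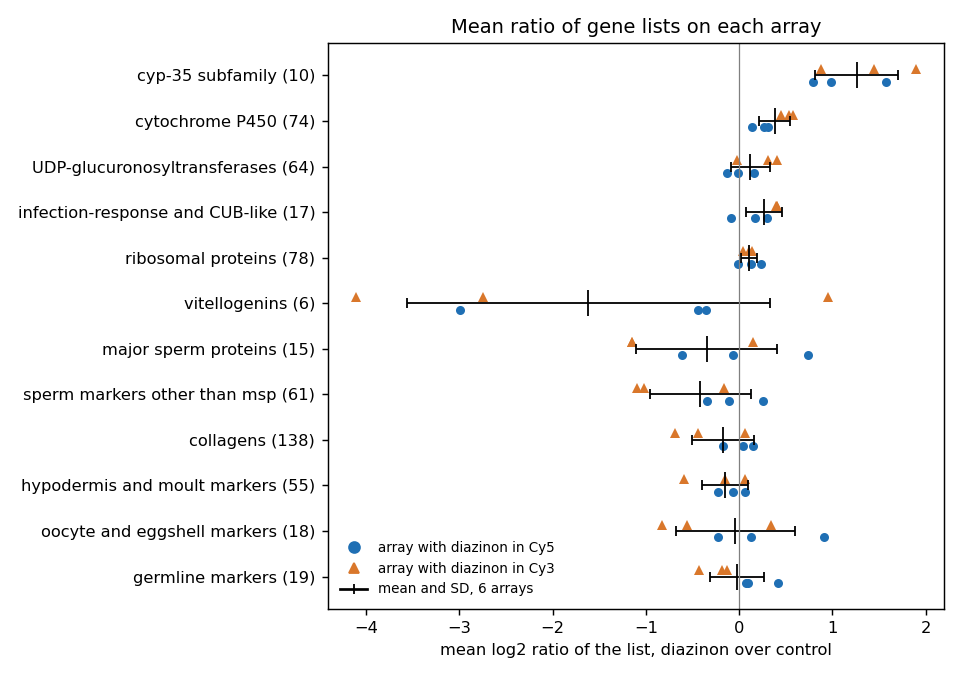
Mean log2 ratio of DZN over control (x axis) of 12 gene and marker lists on each of the 6 arrays, with the number of measured members in brackets. Circles are arrays with DZN in Cy5, triangles arrays with DZN in Cy3, and the bar gives mean and SD. The cyp-35 means lie between 0.79 and 1.90, and the vitellogenin means between -4.11 and 0.95.

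Genes of innate immunity were examined because the study asked whether DZN induces such a response. The list of infection-response and CUB-like genes rose (17 measured, mean 0.26, positive on 5 of 6 arrays, camera adjusted p = 0.0072, and adjusted p = 0.241 with an estimated correlation). Without DZN-Cy5 replicate 1 its mean was 0.22 with an adjusted p of 0.0521. Rank products called 3 members higher and 1 lower, limma called 0, and 2 were higher when adjusted over the list alone, but the study drew on these samples to choose it and this is not independent evidence. The CUB-like gene F55G11.2 had 1.74 ± 0.22 (adjusted p = 0.0817), positive on 6 of 6 arrays, and irg-4 (F08G5.6) had 0.71 ± 0.15 (adjusted p = 0.189), positive on 5 of 6, both called higher by rank products. The 229 C-type lectins, carbohydrate-binding proteins, did not shift as a list (mean 0.02, camera adjusted p = 0.678), but members were called in both directions. Rank products called 8 higher and 2 lower, limma called 0, and 4 were higher and 1 lower when adjusted over the list alone. The ratios were 2.18 ± 0.31 for clec-206 (adjusted p = 0.105), 1.64 ± 0.21 for clec-209 (adjusted p = 0.0817), 1.07 ± 0.13 for clec-4 (adjusted p = 0.0704) and -1.19 ± 0.13 for clec-86 (adjusted p = 0.0689), each of one sign on 6 of 6 arrays. The clec-206 probe was above background on 3 of 6 control channels, so the size of its ratio is uncertain.

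The antimicrobial lysozyme gene lys-7 had 0.65 ± 0.20 (adjusted p = 0.334), positive on 5 of 6 arrays, and the 16 lysozymes had a mean of 0.09 (camera adjusted p = 0.14). The saposin-like gene spp-1 had -0.50 ± 0.16 (adjusted p = 0.363), negative on 5 of 6 arrays, and spp-13 had -0.70 ± 0.21 (adjusted p = 0.334). The 22 saposins had a mean of -0.12 (camera adjusted p = 0.434), which was -0.02 without DZN-Cy5 replicate 3. The 22 antimicrobial peptides had a mean of -0.14 (camera adjusted p = 0.0849), with an adjusted p of 0.00725 without DZN-Cy5 replicate 2 and 0.0228 without DZN-Cy3 replicate 2. That mean was -0.02 without DZN-Cy5 replicate 3, which alone gave -0.76, and -0.07 without DZN-Cy3 replicate 1. No lysozyme, saposin or antimicrobial peptide gene was called by limma or rank products.

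The transcripts of the enzyme that DZN inhibits showed ratios near 0. They were 0.10 ± 0.13 for ace-1, 0.04 ± 0.12 for ace-2, 0.16 ± 0.10 for ace-3 and -0.02 ± 0.11 for ace-4, with adjusted p between 0.605 and 0.974, and the list mean was 0.07 (camera adjusted p = 0.41). The signs of ace-1, ace-2 and ace-4 turned when single arrays were left out. The 33 genes of the cholinergic synapse had a mean of 0.03 (camera adjusted p = 0.322) and the 13 neuron markers a mean of 0.00 (camera adjusted p = 0.617).

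Among genes of lipid metabolism no list passed with the main settings. Fatty acid desaturases and elongases had a mean of -0.06 and a median of 0.01 over 16 genes (camera adjusted p = 0.434 towards lower). The ratios were -0.46 ± 0.15 for elo-5 and -0.41 ± 0.12 for elo-6, which act in the synthesis of branched-chain fatty acids (adjusted p = 0.373 and 0.334). Lipid-binding proteins had a mean of -0.10 over 9 genes (camera adjusted p = 0.434). The 52 genes of beta-oxidation and acyl-CoA metabolism had a mean of -0.11 (camera adjusted p = 0.0655, but 0.046 with median centring and 0.0493 with no dye term), with -0.63 ± 0.13 for cpt-5, a carnitine palmitoyltransferase gene (adjusted p = 0.189). Nuclear hormone receptors, a large family of transcription factors, shifted upwards by little (268 measured, mean 0.08, 169 above 0, camera adjusted p = 0.00126, and adjusted p = 0.609 with an estimated correlation). That mean was 0.04 without DZN-Cy5 replicate 2 and 0.13 without DZN-Cy5 replicate 3, which alone gave -0.27. Limma called 0 of them, 0 passed when adjusted over the list alone, and rank products called 1 higher and 1 lower. The receptor gene nhr-205 had 0.76 ± 0.20 (adjusted p = 0.292), and its ratio was -0.84 on DZN-Cy5 replicate 3. Ribosomal protein genes rose by a mean of 0.11 (78 measured, 70 above 0, positive on 5 of 6 arrays, camera adjusted p = 2.81e-08, and adjusted p = 0.266 with an estimated correlation). The mean was 0.28 with median centring in place of loess, so its size depended on the normalization. The ratios were 0.32 ± 0.10 for rpl-17 and -0.66 ± 0.22 for rpl-22 (adjusted p = 0.373 and 0.375), and no member was called by limma or rank products or when adjusted over the list alone. A dimmer probe of rpl-22 gave -0.14.

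The 7 regulators that the study discussed had a mean of 0.14 (camera adjusted p = 0.2), which was 0.06 without DZN-Cy5 replicate 3 and 0.07 without DZN-Cy3 replicate 3. The brightest of 7 probes of daf-16, the FOXO transcription factor of insulin signalling, gave 0.01 ± 0.16 (adjusted p = 0.986), with values between -0.09 and 0.30 under other settings, and its other probes gave 0.29 to 0.41. The ratio of sma-9, a gene of the body size pathway, was 0.34 ± 0.30 (adjusted p = 0.705), with 1.97 on DZN-Cy5 replicate 3 and a mean of -0.01 without that array. Of the remaining tissue markers, intestine had a mean of 0.09 over 10 genes (camera adjusted p = 0.322) and body muscle a mean of -0.02 over 12 genes (camera adjusted p = 0.913 towards higher). Pharynx markers had a mean of 0.09 and a median of -0.01 over 10 genes (camera adjusted p = 0.604 towards higher). Of these phat-3, a gene of the pharyngeal glands, had 1.06 ± 0.29 (adjusted p = 0.303) and was called higher by rank products.

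Several named genes missed the limma threshold with the main settings but passed both with median centring and without DZN-Cy3 replicate 3: cyp-35A5, cyp-35A3, cyp-35A4, ugt-9, ugt-61, ugt-67, cdr-1, cest-35.2, F55G11.2, clec-206, clec-209 and nspd-10. Without that array clec-4, clec-86, irg-4, spe-11, spe-58 and vit-2 passed as well, but not with median centring. Of these clec-4 and clec-86 were also called with quantile normalization and with robust and trended eBayes, and clec-86 with scale normalization and with dim probes left out. For irg-4, spe-11, spe-58 and vit-2 these settings were not all examined.

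Small list means depended on the settings: over all alternatives they ranged from -0.14 to -0.02 for glutathione S-transferases, 0.01 to 0.10 for carboxylesterases, 0.05 to 0.16 for lysozymes and -0.17 to -0.02 for saposins. The ranges were -0.10 to -0.01 for fatty acid desaturases and elongases, -0.20 to 0.03 for lipid-binding proteins, 0.06 to 0.21 for intestine and 0.01 to 0.16 for pharynx markers. That of short-chain dehydrogenases was 0.01 to 0.11. Of the 35 lists, 10 gene lists (6 higher, 4 lower) and 2 marker lists (both lower) passed in camera. With an estimated correlation 0 gene lists and 0 marker lists passed, the lowest adjusted p being 0.145. By fry the cytochrome P450 list (adjusted p = 0.0131), the cyp-35 subfamily (adjusted p = 0.0223) and the metallothioneins (adjusted p = 0.0093) passed.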

Values the study reported

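The study stated an exposure to 1 mg/l of DZN. It reported 245 genes as significantly regulated in DZN-treated worms, at a percentage of false positives below 0.05 in rank products. Among them were 13 genes annotated with monooxygenase activity and 16 collagen genes downstream of daf-16. All 6 vitellogenin genes were reported as regulated by DZN.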

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

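The 3 tests on the spread of the vitellogenins between arrays were chosen only after those values had been seen, and the bound of the test of weaker exposure was widened once its value was known. The tests of chance, of the spread of rank product calls and of brightness and dye bias were written before their results.

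Single arrays stood apart from the other 5 in 10 of 102 series of 6 values examined, and about 1 in 20 is marked by chance. For genes these were F25D1.5 with 0.17 on DZN-Cy5 replicate 2, gst-4 with -2.07 and clec-209 with 3.14 on DZN-Cy5 replicate 3, and ace-3 with 0.47 on DZN-Cy3 replicate 1. For list means they were saposins with -0.63, carboxylesterases with -0.22 and nuclear hormone receptors with -0.27 on DZN-Cy5 replicate 3, acetylcholinesterases with 0.19 on DZN-Cy5 replicate 1, and C-type lectins with 0.14 and fatty acid desaturases and elongases with 0.10 on DZN-Cy3 replicate 3.

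The change with DZN differed between dye orientations for 2 of 67 named genes in limma when adjusted over these genes alone, while over all 22490 probes 0 passed for the dye term. The mean of the arrays with DZN in Cy5 minus that of the arrays with DZN in Cy3 was -1.89 for cyp-34A10 (adjusted p = 0.00453) and -1.52 for ugt-36 (adjusted p = 0.00531). For 10 lists the same difference passed in camera: cytochrome P450 -0.28, glutathione S-transferases -0.26, collagens 0.36, major sperm proteins 0.74, antimicrobial peptides -0.35, nuclear hormone receptors -0.23, pharynx -0.51, germline 0.44, oocyte and eggshell 0.62 and sperm markers other than major sperm proteins 0.69. With an estimated correlation 0 of them passed (lowest adjusted p = 0.735).

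Control spots, which no comparison used, gave signal above the 619 empty spots for 3 kinds of control. On the log2 scale in Cy5 the excess over empty spots was 7.55 for Cab, a plant gene used as a spike control, 0.67 for a set of E. coli controls and 1.04 for Poly(dA).

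The counts of calls were set against other sign patterns of the 6 arrays. As many probes as the 4 in limma came from 3 of 31 patterns (highest other 36, with the signs of DZN-Cy3 replicates 1 and 2 turned), as many as the 266 of rank products from 2 of 32 (highest other 462, with the sign of DZN-Cy5 replicate 3 turned), and as many as the 12 lists from 8 of 31 (highest other 15), so chance could not be excluded for any of these counts. The rank product pattern with 462 calls kept the real sign on 5 of 6 arrays. Its count may therefore hold part of any real change and is not a count by chance alone. The limma counts of 36 and 21 arose where 1 array was set against 5 beside a dye term, a form unlike the 3 against 3 of the real design. Among the 10 patterns of that form only the real one gave 4 or more in limma and the others 0, but 10 patterns are too few for a share under 0.05, and 3 of the 10 gave 12 or more lists. The 262 probes called by rank products but not by limma had a residual SD at a median percentile of 94.3 among probes of like intensity, and simulated data without any change but with the measured spreads gave 207 rank product calls. Those spreads were estimates on 4 residual degrees of freedom, which may exaggerate the simulated count. A wide spread between arrays may therefore underlie part of the rank product calls, while real changes that differ in size between arrays would widen the spread as well and stay open.

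The vitellogenin list mean ranged from -4.11 to 0.95 between arrays. Dye orientation alone is argued against, since the mean of 0.95 on DZN-Cy3 replicate 3 lay above those of all 3 arrays with DZN in Cy5 and the other arrays with DZN in Cy3 lay below at least 2 of them. A difference in developmental stage between the extracts of an array remains a candidate explanation: the vitellogenin mean followed that of oocyte markers with r = 0.84 (exact permutation p = 0.0347), that of collagens with r = 0.89 (exact permutation p = 0.0292), that of germline markers with r = 0.51 (exact permutation p = 0.312) and that of sperm markers with r = 0.80 (exact permutation p = 0.0819, adjusted p = 0.131, and rho = 0.77 with exact permutation p = 0.103, adjusted p = 0.206, and r = 0.79 without the 2 farthest arrays), but no relation passed over the 8 computed and the gap between -2.75 and -0.44 leaves open whether the arrays form separate clusters. Weaker exposure on some arrays cannot be told apart from this with 6 arrays, since the lowest ratio of cyp-35C1 was 67.9% of the highest, and its r with the vitellogenins was -0.75 (exact permutation p = 0.0736, adjusted p = 0.131, and rho = -0.66 with exact permutation p = 0.175, adjusted p = 0.28) and -0.08 without the 2 farthest arrays, while r was -0.59 for the cyp-35 list (exact permutation p = 0.188, 0.01 without the 2 farthest arrays) and for mtl-2, against what weaker exposure needs, -0.38 (exact permutation p = 0.481, -0.58 without the 2 farthest arrays). An effect of DZN that differs between cultures is the biological explanation that the design leaves open, and it was not tested.

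Over all rank product calls the log2 ratios were 1.86 times larger on the arrays with DZN in Cy3. Dye bias of single probes would raise and lower ratios about equally. Of the calls, 82.2% of the 118 higher and 76.4% of the 148 lower had the larger ratio where DZN was in Cy3. These probes were called from the same ratios. The arrays with DZN in Cy3 correlated at 0.04 to 0.57 with each other, those with DZN in Cy5 at -0.01 to 0.19. Selection may therefore favour probes that moved on the former, so these shares cannot decide on dye bias. With the called probes split by intensity into 3 equal sets, this size ratio was 2.42 in the dimmest and 1.51 in the brightest set. It was 1.61 times as large in the former (95% interval 1.09 to 2.45 over resampled probes). Compression of ratios on the dimmer arrays with DZN in Cy5 would give such a difference. Probes of an array are not independent, so the interval leaves out the spread between arrays and cannot decide on compression. As ratios in the brightest set were larger by 1.51 times as well, a difference between the cultures of the 2 sets of arrays may also contribute, and this was not tested.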

How the results depend on the processing

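The alternatives to the rank product count, which repeat the planned settings on that test, were chosen after seeing the data. All other settings were planned. The count of probes called by limma was 4, and it was 2 with no background correction, 2 with plain background subtraction and 2 in the table of the authors (2 higher, 0 lower each), 30 with median centring (19 higher, 11 lower), 16 with quantile normalization between channels, 8 with scale normalization, 14 with dim probes left out, 12 with robust and trended eBayes, 780 with array weights, 644 of them lower, and 266 with rank products. Array weights gave 3.90 to DZN-Cy3 replicate 2 and 0.43 to DZN-Cy3 replicate 3. Leaving out dim probes reduced the number tested to 16670, and leaving out spots of other codes than 3 reduced it to 10300. Otherwise the cause was not tested. With 1 array left out limma called 0 to 132 probes, 100 of the 132 lower. The rank product count of 266 became 55 with plain subtraction, 101 with normexp at offset 0, 121 with median centring and 149 with spots of other codes than 3 left out, and 95 to 355 with 1 array left out: 125 without DZN-Cy5 replicate 1, 146 without DZN-Cy3 replicate 1 and 95 without DZN-Cy3 replicate 2.

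Of the 10 gene lists and 2 marker lists called, 0 and 0 passed with an estimated correlation, and fry called 3 and 0. Marker lists numbered 1 with median centring. With 1 array left out 6 to 12 gene lists and 1 to 3 marker lists passed. With median centring the means of lipid-binding proteins (0.02), body muscle (0.12) and germline (0.03) changed sign. In other settings the direction of the test alone differed: body muscle (-0.03 with no background correction, -0.03 in the table of the authors, and -0.02 by fry, where the camera test pointed upwards), oocyte markers (-0.04 with dim probes left out, where the camera test pointed upwards), and by fry, which pointed downwards, oxidative stress (0.02), C-type lectins (0.02) and germline (-0.03, where camera pointed upwards). The cause was not tested. With 1 array left out, signs turned in the ranges -0.02 to 0.19 for ace-1, -0.05 to 0.12 for ace-2, -0.09 to 0.07 for ace-4, -0.09 to 0.13 for daf-16, -0.01 to 0.53 for sma-9, -0.04 to -0.01 for body muscle (by the test), -0.03 to 0.07 for the cholinergic synapse, -0.01 to 0.03 for C-type lectins, -0.08 to 0.02 for germline, -0.20 to 0.03 for lipid-binding proteins, -0.05 to 0.05 for neurons, -0.21 to 0.09 for oocyte markers, -0.05 to 0.08 for oxidative stress, 0.01 to 0.16 for pharynx (by the test) and -0.17 to -0.02 for saposins (by the test).

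The labels link same-numbered arrays of the 2 dye orientations by a number alone. Both replicate 3 arrays also had a Cy5 photomultiplier setting of 50, against 48 on the other arrays. The Cy3 setting was 55 on DZN-Cy3 replicates 1 and 2 and 50 on the other arrays. Those 2 arrays had the highest correlation of any pair (0.57). They also had the lowest means of the sperm, major sperm protein and collagen lists. An effect of the Cy3 setting cannot be told apart from one of these cultures, and this was not tested. The residuals of same-numbered arrays, taken as Cy5 over Cy3, correlated at -0.15, 0.01 and 0.08. On that scale cultures shared between swapped arrays would give negative values, so these values do not exclude sharing. Turned to DZN over control, 3 of the 6 arrays correlated best with their own number. With the number as a replicate block limma called 4 probes (3 higher, 1 lower), the same 4 as without it, and averaging same-numbered arrays gave 6, which kept cyp-35C1 and mtl-2 but lost cyp-34A10 and F25D1.5. A block for slide or scan date was not run, as the files give 1 scan date and each slide held 1 array. The transcript of cyp-35C1 was called in 20 of 22 other fits over all probes, with log2 ratios between 2.23 and 2.52 and adjusted p between 0.000219 and 0.16. A ratio near 0 does not show an unchanged transcript for the 3002 probes that were above background on no array.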

Other observations

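Genes outside the rule for naming are described here, all chosen after their values were seen. The largest positive ratio among the rank product calls belonged to H25K10.4, with 3.37 ± 0.42 (limma adjusted p = 0.0725) and values between 0.52 and 4.41 on the 6 arrays, followed by F38C2.1 with 2.98 ± 0.58 (limma adjusted p = 0.172), which was above background on 2 of 6 control channels. The H25K10.4 probe was above background on 4 of 6 control channels. Limma called H25K10.4 at least with plain subtraction, normexp at offset 0, dim probes left out, spots of other codes than 3 left out and without DZN-Cy5 replicate 2. Not all settings were examined for it. Other P450 genes called higher by rank products were cyp-13A6 with 1.59 ± 0.23 (limma adjusted p = 0.105) and cyp-34A9 with 1.48, and the CUB-like neighbour F55G11.3 had 1.31. Among the lower calls were pud-4 with -2.02 ± 0.41 (limma adjusted p = 0.187), pud-2.1 with -1.14 ± 0.32 and pud-2.2 with -1.22 ± 0.22, which encode proteins named for their rise in daf-2 mutants, F45D11.1 with -1.71 ± 0.24 (limma adjusted p = 0.105), and the lipase-related lips-14 with -1.19 ± 0.13 (limma adjusted p = 0.0689).

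Several rank product calls rested on few arrays. The ratio of T22F3.11 was 4.92 on DZN-Cy5 replicate 2 and 5.65 on DZN-Cy3 replicate 3 but -3.36 on DZN-Cy5 replicate 3 (mean 1.40 ± 1.11, limma adjusted p = 0.675), and C23G10.11 had 4.72, 5.35 and -4.49 on the same arrays (mean 1.18 ± 1.17, limma adjusted p = 0.74). The genes scl-12, scl-11 and scl-13, which encode secreted proteins of the SCP family, had -5.54, -5.17 and -4.02 on DZN-Cy3 replicate 3, against values between -1.56 and 0.66 on the other 5 arrays. The C-type lectin genes clec-47 and clec-3 had 5.13 and 4.33 on that array.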
